# Identification of Novel and Differentially Expressed MicroRNAs of Dairy Goat Mammary Gland Tissues Using Solexa Sequencing and Bioinformatics

**DOI:** 10.1371/journal.pone.0049463

**Published:** 2012-11-14

**Authors:** Zhibin Ji, Guizhi Wang, Zhijing Xie, Jianmin Wang, Chunlan Zhang, Fei Dong, Cunxian Chen

## Abstract

MicroRNAs are small, noncoding RNA molecules that regulate gene expression at the post-transcriptional level and play an important role in various biological processes. Although most microRNAs expression profiles studies have been performed in humans or rodents, relatively limited knowledge also exists in other mammalian species. The identification of the full repertoire of microRNAs expressed in the lactating mammary gland of *Capra hircus* would significantly increase our understanding of the physiology of lactating mammary glands. In this study, two libraries were constructed using the lactating mammary gland tissues of Laoshan dairy goats (*Capra hircus*) during peak and late lactation. Solexa high-throughput sequencing technique and bioinformatics were used to determine the abundance and differential expression of the microRNAs between peak and late lactation. As a result, 19,044,002 and 7,385,833 clean reads were obtained, respectively, and 1,113 conserved known microRNAs and 31 potential novel microRNA candidates were identified. A total of 697 conserved microRNAs were significantly differentially expressed with a P-value<0.01, 272 microRNAs were up-regulated and 425 microRNAs were down-regulated during peak lactation. The results were validated using real-time quantitative RT-PCR. 762,557 annotated mRNA transcripts were predicted as putative target gene candidates. The GO annotation and KEGG pathway analysis suggested that differentially expressed microRNAs were involved in mammary gland physiology, including signal transduction, and cell-cell and cell-extracellular communications. This study provided the first global of the microRNA in *Capra hircus* and expanded the repertoire of microRNAs. Our results have great significance and value for the elucidation of complex regulatory networks between microRNAs and mRNAs and for the study of mammary gland physiology and lactation.

## Introduction

MicroRNAs (miRNAs) represent a class of small (∼22 nucleotides (nt) in length), endogenous, noncoding functional RNA molecules, which generally exist in eukaryotes and have spatiotemporal and tissue-specific expression patterns [1], [2]. It is estimated that miRNA genes might account for 2 to 5% of the total number of all mammalian genes and collectively regulate up to 60% of protein-coding genes [3], which makes miRNAs one of the most abundant classes of regulators in animals [4]. In mammals, miRNAs regulate protein expression via translation repression, or in some cases, via target mRNA degradation by incomplete complementary binding to the 3′-untranslated region (3′-UTR) [5], [6]. It has currently been established that miRNAs are involved in the regulation of well-defined developmental and cell-type specific processes, including cell proliferation, differentiation, programmed apoptosis and cell death [7], [8], morphogenesis of specific organs and the pathogenesis of human diseases [6], [9]. Recent studies have provided important clues in mammary gland development progress indicating that these small RNAs might have been a key factor for mammary gland development progress through their regulation of gene expression. Tanaka et al. [10] revealed that some miRNAs exhibit changes in their expression during mouse mammary gland epithelial cell differentiation. In particular, these authors observed that miRNA-101a plays important roles in mouse mammary development. Ucar et al. [11] showed that the miRNA-212/132 family is indispensable during mice mammary gland development, particularly for the regulation of epithelial duct outgrowth. In clinical research, the results of numerous studies have demonstrated that miRNAs function as tumor suppressor genes or oncogenes, and their expression was associated with breast tumorigenesis and carcinogenesis [12], [13]. The majority of the reported miRNA research has been focused on disease-related studies in either human or rodents, while the importance of miRNAs in other mammals need further be elucidated, and the essential roles of miRNAs in terms of post-transcriptional gene regulation in lactating mammary gland physiology and lactation of *Capra hircus* currently remains largely unknown.

Solexa high-throughput sequencing is a massively parallel sequencing platform, which are the most commonly used technique for miRNA expression profiling, especially for the species without available whole genome information [14], [15]. In recent years, following the development of sequencing technique and bioinformatics, a large number of miRNAs have been discovered and deposited in miRBase (Sanger miRNA database, http://www.mirbase.org/) or GEO (Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo/). Currently, 18,226 entries representing hairpin precursor miRNAs, expressing 21,643 mature miRNA products in 168 species have been identified and deposited in the public miRNA database miRBase (Release 18.0, November 2011) [16]. However, the number of miRNAs identified from domesticated ruminants, such as *Bos taurus* and *Ovis aries* (676 and 103, respectively), is far less than those identified from other mammals. Moreover, no miRNAs from *Capra hircus* have been deposited in the miRBase 18.0. In this study, we provided the first global of the miRNA expression profiles (miRNome) in *Capra hircus* and expanded the repertoire of miRNAs.

The mammary gland undergoes a cycle of cell division, differentiation, de-differentiation and cell death during its lactation process in adults, making it a well-established model organ for studying the molecular mechanism underlying lactation and mammary gland physiology [17]. The Laoshan dairy goat (*Capra hircus*), one of four excellent dairy goat breeds in China, is an ideal model organism for studying the molecular mechanisms underlying lactating mammary gland and biological progress. To gain further insight into the potential role of miRNAs in lactating mammary gland, two libraries were generated from lactating mammary gland tissues during different lactation periods (90 and 210 days postpartum, respectively). We integrated Solexa high-throughput sequencing technique and bioinformatics for sequencing and data processing to obtain the miRNAs expression profiles during the two lactation periods, identify the novel and differentially expressed miRNAs, define the regulatory network between miRNAs and mRNA, determine the regulatory mechanisms of miRNAs involved in the lactating mammary gland, and would significantly increase our understanding of the physiology of lactating mammary gland.

## Materials and Methods

### Ethics Statement

All animal experiments were approved by the Institutional Animal Care and Use Ethics Committee of Shandong Agricultural University (No.2004005, Figure S1) and performed in accordance with the “Guidelines for Experimental Animals” of the Ministry of Science and Technology (Beijing, China). All surgery was performed according to Recommendations proposed by European Commission (1997), and all efforts were made to minimize suffering.

### Animal Sample Collection and RNA Extraction

In this study, five healthy Laoshan dairy goats in the third lactation period (four years old) were used. The mammary gland tissues were collected respectively at peak (90 days postpartum) and late lactation (210 days postpartum) using surgery and immediately frozen in liquid nitrogen. Total RNAs for five tissues in the same lactation period were respectively extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions, subsequently be homogenized and pooled for library construction and Solexa sequencing. The quantity and integrity of the total RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Total RNA was stored at −80*°*C until further use.

### Small RNA Library Construction and Solexa Sequencing

The small RNA (sRNA) libraries were constructed using the homogenized and pooled total RNAs of five individuals from peak and late lactation respectively. The overall flow of sRNA library construction, Solexa sequencing and bioinformatics analysis was shown schematically in Figure S2 and Figure S3, respectively. From each sample, 20 µg of total RNA was used for the library construction using a Small RNA Sample Prep Kit (Illumina, USA) following the manufacturer’s instructions with minor modifications. Briefly, the 18∼30 nt fraction of total RNA was excised and purified following 15% Tris-Borate-EDTA (TBE) denaturing polyacrylamide gel electrophoresis (PAGE). Subsequently, 3′ and 5′ RNA adaptors were respectively ligated using T4 RNA ligase. The adaptor-ligated small RNAs were subjected to RT-PCR amplification, and the cDNA was further amplified with 15 PCR cycles. The PCR products (90 bp, small RNA + adaptors) were purified on 4% agarose gels and used for sequencing analysis on a Illumina 1G Genome Analyzer (Illumina, San Diego, CA, USA) at the Beijing Genomics Institute (BGI), Shenzhen, P.R. China. Then, the image files were generated using a Solexa sequencer and processed to produce digital-quality data. After masking the adaptor sequences and removing contamination, the clean reads were processed for computational analysis. The sequenced short reads data have been deposited to the GEO in NCBI with accession number: No. GSE39484.

### Bioinformatics Analysis for Small RNAs

The basic figure from sequencing was converted into sequence data (raw data or raw reads) using the base-calling step. The raw data were processed to obtain clean reads through the elimination of the following aspects: a) low quality reads; b) reads without 3′ primer; c) reads with 5′ primer contaminants; d) reads without the inserted tag; e) reads with poly(A); and f) reads shorter than 18 nt. The clean reads were mapped to the *Ovis aries* genome (UCSC, 2010, ISGC *Ovis aries* 1.0/oviAri1 [18]) using SOAPv1.11 software [19] to analyze their expression and distribution. Sequences with perfect matches were retained for further analysis. The sequences were aligned against the known miRNAs precursors and mature miRNAs deposited in the miRBase 18.0 to identify conserved miRNAs. The clean reads were compared against the small RNAs (rRNAs, tRNAs, snRNAs, snoRNA, miRNA) deposited in the GenBank and Rfam (http://www.sanger.ac.uk/resources/databases/rfam.html) databases to annotate the small RNA sequences using tag2annotation software (developed by BGI). Because some small RNA tags might be mapped to more than one category, we used the following priority rules to ensure that every unique small RNA was mapped to only one annotation: rRNA etc. (GenBank > Rfam) > known miRNA > repeat > exon > intron. The unannotated sequences were used to predict potential novel miRNA candidates.

To further analyze the RNA secondary structures of potential miRNA candidates, we used the Mfold3.2 software [20] to predict the RNA secondary structures, and subjected each sequence to further analysis using the MIREAPv0.2 software (https://sourceforge.net/projects/mireap/) [21] under the following parameter settings according to Zuker and Jacobson [22]: a) miRNA sequence length (18∼26 nt); b) miRNA reference sequence length (20∼24 nt); c) Minimal depth of Drosha/Dicer cutting site (3); d) Maximal copy number of miRNAs on reference (20); e) Maximal free energy allowed for a miRNA precursor (−18 kcal/mol); f) Maximal space between miRNA and miRNA* (35); g) Minimal base pairs of miRNA and miRNA* (14); h) Maximal bulge of miRNA and miRNA* (4); i) Maximal asymmetry of miRNA/miRNA* duplex (5); and j) Length of the sequence flanking the miRNA precursor (10). Stem-loop hairpins were considered typically in accordance with the following three criteria [23]: mature miRNAs are present in one arm of the hairpin precursors, which lack large internal loops or bulges; the secondary structures of the hairpins are steady, with a free energy of hybridization lower than −18 kcal/mol; and hairpins are located in intergenic regions or introns. Genes with sequences and structures that fulfilled the three criteria, forming perfect stem-loop structures, were considered as potential miRNA candidates. Finally, all remaining novel miRNA candidates were subjected to MiPred (http://www.bioinf.seu.edu.cn/miRNA/) to filter out pseudo-pre-miRNAs using the following settings: Minimum free energy >−20 kcal/mol or P-value >0.05 [24].

### Target Genes Prediction of Differential Expression microRNAs

Because no 3′-UTR database is currently available, the putative target genes for differentially expressed miRNAs was performed by aligning the miRNA sequences with the goat EST database in NCBI (http://www.ncbi.nlm.nih.gov/sites/entrez?db=nucest&cmd=Search&dopt=DocSum&term=txid9925%5BOrganism%3Anoexp%5D), according to the following rules as guidelines suggested by Allen [25] and Schwab [26]: a) No more than four mismatches between miRNA and target genes (G-U bases count as 0.5 mismatches); b) No more than two adjacent mismatches in the miRNA/target duplex; c) No adjacent mismatches in positions 2∼12 of the miRNA/target duplex (5′ of the miRNA); d) No mismatches in positions 10∼11 of the miRNA/target duplex; e) No more than 2.5 mismatches in positions 1∼12 of the miRNA/target duplex (5′ of the miRNA); and f) The minimum free energy (MFE) of the miRNA/target duplex should be ≥75% of the MFE of the miRNA bound to its perfect complement. More strictly, at most two mismatches between the miRNA sequences and the potential miRNA targets were allowed in this study.

### GO Annotation and KEGG Pathway Analysis of Target Genes

To comprehensively describe the properties of genes and gene products, InterProScan (http://www.geneontology.org/GO.annotation.interproscan.shtml [27]) and Blast2go (http://www.blast2go.com/b2ghome [28]) were used to execute GO annotation and enrichment analysis from three ontologies: molecular function, cellular component and biological process. The GO terms were significantly enriched in the predicted target gene candidates of the miRNAs compared with the reference gene background and the genes corresponding to certain biological functions. This method maps all target gene candidates to GO terms in the database (http://geneontology.org/) [29], calculates the gene numbers for each term, and applies a hypergeometric test to find significantly enriched GO terms in the target gene candidates compared with the reference gene background. A Bonferroni correction was applied to obtain a corrected *P*-value. The GO terms with corrected P-values ≤0.5 are defined as significantly enriched in the target gene candidates, using the following calculation:
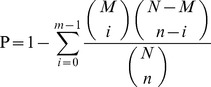

In the formula above, N is the number of all genes with GO annotations; n is the number of target gene candidates in N; M is the number of all genes that are annotated to a certain GO term; and m is the number of target gene candidates in M.

To obtain the significantly enriched metabolic or signal transduction pathways in the target gene candidates compared with the whole reference gene background, Cytoscape software V2.8.2 (http://www.cytoscape.org/) [30] and the ClueGO plug-in (http://apps.cytoscape.org/apps/cluego) [31] were used to decipher the KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/) [32] pathway and understand their biological functions. The genes with FDR ≤0.5 were considered as significantly enriched in target gene candidates. The formula was the same as that used in the GO analysis. However, N is the number of all genes with KEGG annotations, n is the number of target gene candidates in N, M is the number of all genes annotated to a certain pathway, and m is the number of target gene candidates in M.

### Differential Expression Analysis and Hierarchical Clustering of microRNAs

To compare the differential miRNA expression between peak and late lactation, the expression abundances of miRNAs in the two samples were normalized to obtain the expression of transcripts per million. If the normalized expression (NE) value of a given miRNA is zero, the expression value was modified to 0.01. If the normalized expression of a given miRNA is less than 1 in both libraries, it was removed in future differential expression analyses. The fold-change and *P*-value were calculated from the normalized expression using the following formulas:

Normalized expression  =  (Actual miRNA sequencing reads count/Total clean reads count) ×1,000,000.

Fold change  =  Log2 (H/S).

*P*-value:
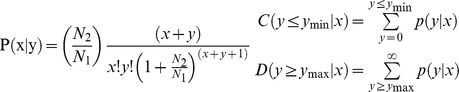

The N_1_ and x represent the total count of clean reads and normalized expression, respectively, for a given miRNA in the peak lactation sRNA library. The N_2_ and y represent the total count of clean reads and normalized expression respectively, for a given miRNA in the late lactation sRNA library.

The hierarchical clustering of miRNA expression was performed using PermutMatrix software with Pearson distance [33]. The relative expression frequency for each miRNA was calculated as the number of sequences for each miRNA in a library divided by the total of number of sequence reads for that library.

### Real-time Quantitative RT-PCR

Differentially expressed miRNAs were validated using relative real-time quantitative RT-PCR according to the manufacturer’s protocol. Real-time quantitative PCR was performed using the Mx3000p™ SYBR® Green real-time quantitative PCR Analyzer (Stratagene, USA). Briefly, 2 µg of miRNA was reverse transcribed using the One Step PrimeScript® miRNA cDNA Synthesis Kit (TaKaRa Biotechnology Co., Ltd., Japan, D350A). The reverse transcription reaction system included 10 µL of 2X miRNA Reaction Buffer, 2 µL of 0.1% BSA, 2 µL of miRNA PrimeScript® RT Enzyme Mix, 2 µL of total RNA (10 pg/µL∼1 µg/µL), and RNase-Free dH_2_O to a final volume of 20 µL. The RT-PCR program was set to 37*°*C for 60 min followed by 85*°*C for 5 sec. The cDNA products were stored at −20*°*C. The relative real-time quantitative PCR was performed with SYBR® Premix Ex Taq™ ? (TaKaRa Biotechnology Co., Ltd., Japan, DRR081A). The reaction solution was prepared on ice, and comprised 10 µL of 2X SYBR® Premix Ex Taq™ ?, 0.8 µL of PCR Forward Primer (10 µM), 0.8 µL of Uni-miR qPCR Primer (10 µM), 0.4 µL of 50X ROX Reference Dye ?, 2 µL of cDNA, and dH_2_O to a final volume of 20 µL. The reaction mixtures were incubated in a 96-well plate at 95*°*C for 30 sec, followed by 40 cycles of 95*°*C for 5 sec, 60*°*C for 30 sec and 72*°*C for 30 sec. All reactions were performed in triplicate. The primers for the miRNAs had the same sequences as the *Bos taurus* miRNAs with appropriate adjustments at their 5′ terminus. Mx3000/Mx Pro software (Stratagene, USA) was used to construct a melting curve. Standard curves with 5 fold dilutions (made from the pool consisting of equal amounts of the 96 cDNA samples) were performed for each assay, and the PCR efficiency calculations were based on the slopes of the standard curves. The absolute amount of each miRNA was calculated using the 2^−△△CT^ method [34] according to the standard curve. The housekeeping gene U6 was used as an endogenous control. Each sample was replicated for three times. The miRNA level in mammary gland samples was determined individually. The each miRNA level was expressed as 2^−△△CT^mean ± SE. One-way ANOVA was used to examine the significance of differential expression level in each mature/novel miRNA between peak and late lactation, and the difference was considered as significant when *P*<0.05.

## Results

### Small RNAs Library Construction and Solexa Sequencing

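Mammary gland tissue of dairy goats (Capra hircus) was collected at peak lactation (90 days postpartum) and at late lactation (210 days postpartum). Total RNA of 5 goats was pooled at each stage, and 1 small RNA library per stage was sequenced, so the differences in sequencing had no replicate library. The paper also measured 9 miRNAs by qRT-PCR in the 5 goats of each stage, and those values were not used here. In this method, adaptors are ligated to both ends of RNA of 18 to 30 nt taken from a gel, and the insert between them is read. The authors removed low-quality reads, trimmed the 3′ adaptor, discarded reads without an insert, reads with 5′ adaptor contamination, poly(A) reads and reads shorter than 18 nt, and collapsed identical reads into tags. They deposited each distinct tag with its length and its number of reads, without normalization, mapping or annotation. The counts summed to 19044002 clean reads in peak lactation and 7385833 in late lactation. They were divided here by the clean reads of the library and expressed as reads per 1000000 clean reads (RPM). A single read therefore stood for 0.0525 RPM in peak lactation and 0.135 RPM in late lactation. A count of 0 (an upper limit of 3 reads) allowed a level of up to 0.158 RPM in peak lactation and 0.406 RPM in late lactation. The 95% intervals of shares and ratios were exact binomial (Clopper-Pearson) intervals, and those of single counts were exact Poisson intervals. These intervals and limits cover counting error only, since reads copied by PCR are not independent molecules and the variation between goats was lost in the pool. Mature miRNA sequences from miRBase and the sheep genome were not used here. Tags were therefore named only through the primers of the 9 miRNAs of Figure 4A and the sequences of the 31 candidates of Table S2, and all other tags were given by their sequence.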

To identify miRNAs involved in mammary gland physiology and lactation, two small RNAs libraries pooled from peak and late lactation mammary gland tissues of five individuals were constructed respectively, and sequenced using an Illumina/Solexa 1G high-throughput sequencer (Figure S2 and Figure S3). As a result, a total of 19,834,279 and 10,083,672 raw reads were provided respectively, for peak and late lactation libraries. After removing the low quality reads, adaptors, and insufficient tags, 19,044,002 and 7,385,833 clean reads of 18∼30 nt were ultimately obtained (Table 1). Of these, 8,941,279 peak lactation sequences and 3,916,179 late lactation sequences, which account for 46.95% and 53.02% of total reads, respectively (Table 1), were perfectly mapped to the *Ovis aries* genome (UCSC, 2010, ISGC *Ovis aries* 1.0/oviAri1 [18]). 

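The records of the filtering steps gave 19343426 high-quality reads in peak lactation (97.5% of the raw reads) and 9998930 in late lactation (99.2%). Of the high-quality reads, 98.5% were kept as clean reads in peak lactation and 73.9% in late lactation. Reads removed as 5′ adaptor contaminants numbered 9555 in peak lactation and 1402798 in late lactation. Reads without an insert made up 0.628% of the high-quality reads in peak lactation and 7.73% in late lactation. Reads shorter than 18 nt made up 0.759% and 4.14%, respectively. The deposited tags ranged from 18 to 44 nt in both libraries. Clean reads longer than 30 nt made up 0.331% of the peak library and 0.135% of the late library, which left 18980911 and 7375891 reads of 18 to 30 nt.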

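Most distinct tags rested on a single read, 75.7% of them in peak lactation and 60.7% in late lactation. With tags of 18 to 30 nt only, the number of distinct tags was 449665 in peak lactation and 253895 in late lactation. The number of distinct tags grows with depth, so the peak library was thinned by drawing as many reads as the late library holds, without replacement. Over 10 draws the thinned peak library held 229150.3 distinct tags on average (range 228582 to 229794), fewer than the late library at the same depth.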

All identical sequence reads were grouped together to simplify the sequencing data, a total of 466,727 and 259,250 unique sequences for peak lactation and late lactation were remained respectively for further analysis (Table 1).

Of the total small sequences in the two libraries, the size distribution of the small RNAs was similar (Figure 1). 

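Tags of 22 nt held 41.8% of the clean reads in peak lactation (95% exact binomial interval 41.7% to 41.8%) and 35.7% in late lactation (35.6% to 35.7%). Tags of 20 nt held 12.4% in peak lactation (12.37% to 12.40%) and 25.2% in late lactation (25.1% to 25.2%). Tags of 23 nt held 19.4% and 13.2%, and tags of 21 nt held 9.97% and 10.5%, respectively. The differences between the libraries at 20, 21, 22 and 23 nt were larger than the 95% intervals of the shares, which cover counting error in 1 library per stage. The share of 22 nt moved most when distinct tags were counted instead of reads. Among distinct tags it was 10.8% in peak lactation and 12.0% in late lactation. Without the 10 most abundant tags of either library, the share of 20 nt was 7.53% in peak lactation and 9.32% in late lactation, and that of 21 nt rose to 17.1% and 18.0%. The share of 22 nt was then higher in late lactation, 23.0% against 21.4%. The most frequent length in peak lactation was then 23 nt, with 23.8%.

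**Figure D1:**
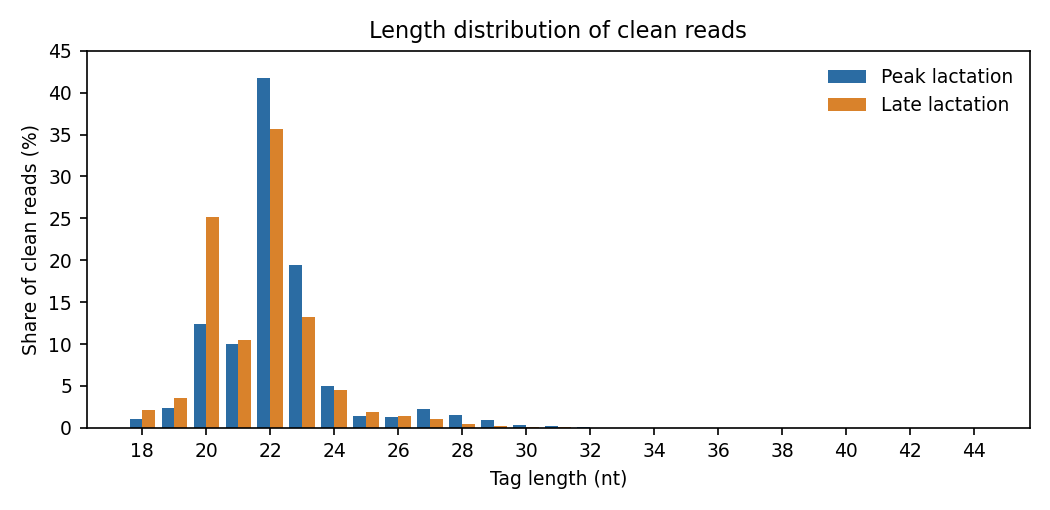
Share of clean reads (%) by tag length (nt) in the peak lactation library (blue bars) and the late lactation library (orange bars), 1 library per stage. The bars at 22 nt reach 41.8% and 35.7%, and those at 20 nt reach 12.4% and 25.2%.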

The lengths of the majority of small RNAs were 19∼24 nt, and the most abundant size class in the small RNA sequences distribution was 22 nt, which accounted for 41.48% and 33.96% in peak and late lactation respectively, followed by 20 nt (12.31%, 23.96%), 23 nt (19.32%, 12.53%) and 21 nt (9.91%, 9.96%), which are typical of small RNA Dicer-processed products and are consistent with the known 18∼25 nt range for miRNAs. To assess the efficiency of high-throughput sequencing for sRNA detection, all sequence reads were annotated and classified through alignment with GenBank and Rfam databases. The classification annotation revealed (Figure 2) 19,034,259 and 7,378,102 reads were annotated and classified as miRNA, rRNA, tRNA, snRNA and snoRNA, 1,366,119 (309,527 unique sRNAs, accounted for 7.17% of total reads) and 521,231 (169,990 unique sRNAs, accounted for 7.06% of total reads) reads were unannotated in peak and late lactation, and remained for further analysis of novel miRNA candidates.

**Table 1:** Summary of Solexa sequencing data for small RNAs in peak and late lactation.

Categories	Peak Lactation		Late Lactation	
	Unique sRNAs	Total sRNAs	Unique sRNAs	Total sRNAs
Raw reads number	–	19,834,279	–	10,083,672
Clead reads	466,727	19,044,002	259,250	7,385,833
Perfect match to Ovis aries Genome	69,244	8,941,279	32,509	3,916,179
Specific sequences	399,868	667,325	192,391	299,916
Common	Unique sRNAs: 66,859		Total sRNAs: 25,462,594	
Total	Unique sRNAs: 659,118		Total sRNAs: 26,429,835	

**Figure 1:**
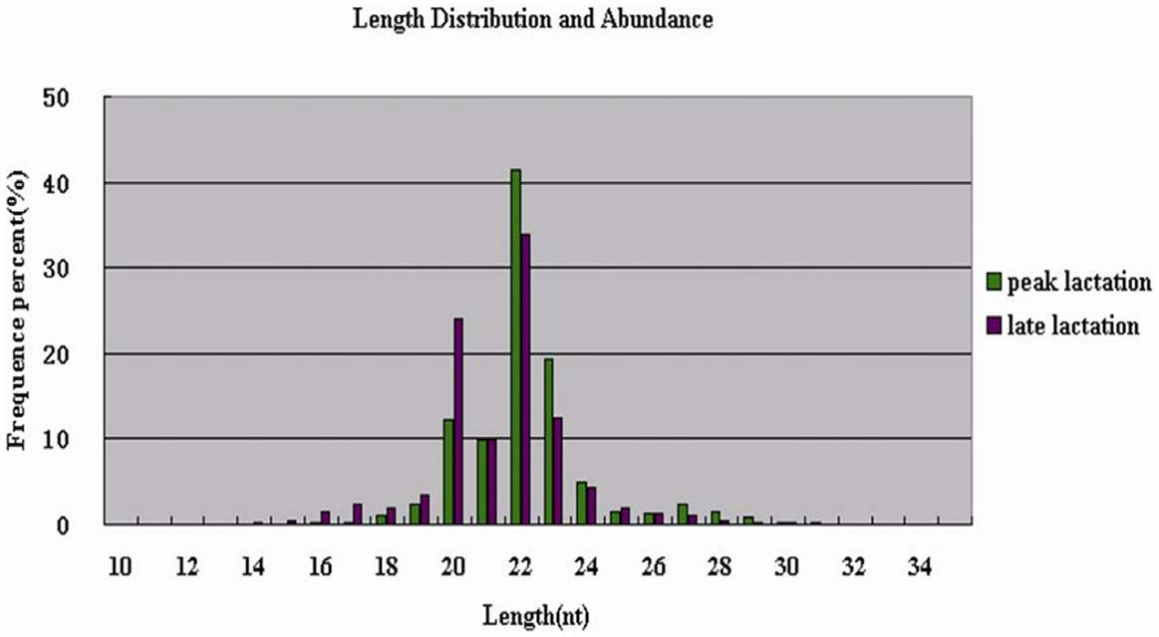
Length distribution and abundance of sequences in peak and late lactation. Sequence length distribution of clean reads based on the abundance and distinct sequences; the most abundant size class was 22 nt, followed by 20 nt, 23 nt and 21 nt.

**Figure 2:**
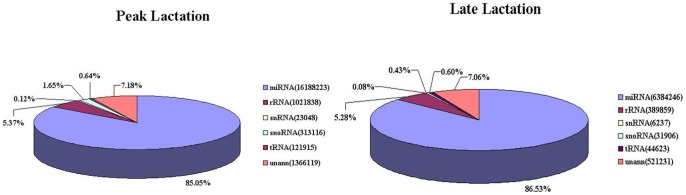
Distribution of small RNAs among different categories in peak and late lactation. The clean reads were annotated and classified as miRNA, rRNA, tRNA, snRNA and snoRNA in GenBank and Rfam databases, and partial reads were not annotated.

### Known Conserved microRNAs and Differential Expression in Goat Mammary Gland

To identify the known miRNAs in our sequenced set of sRNAs, we compared the sequences recovered from our libraries with the repository of mature animal-miRNAs in miRBase 18.0 using MIREAPv0.2 software. After blastn searches (number mismatch ≤3) and further sequences analysis, 15,687,114 and 6,134,001 sequences (representing 46,610 and 35,221 unique sRNAs, respectively) in peak lactation and late lactation had perfect matches to known animal miRNAs deposited in miRBase 18.0, a total of 934 known miRNAs were co-expressed, 104 miRNAs were peak lactation-specific and 75 were late lactation-specific (Table S1). 

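At the level of tags, 66859 of the 659118 distinct tags (10.1%) were found in both libraries. These shared tags held 96.5% of the reads in peak lactation and 95.9% in late lactation. The number of shared tags was 38932 when at least 2 reads were required in each library, and 52418.6 on average with the peak library thinned to the late depth. The 399868 tags found only in peak lactation held 667325 reads, and 84.5% of these tags had a single read. The 192391 tags found only in late lactation held 299916 reads, and 70.9% of these tags had a single read. The most abundant tag of peak lactation without a read in late lactation was GCTCGTGATGGATTTCCTTTTTTCTGACA, with 3316 reads (174 RPM), at least 429-fold higher when a count of 0 is taken as up to 3 reads. Other tags with its nt 2 to 17 had 29 reads in late lactation. The most abundant tag of late lactation without a read in peak lactation was TAGGATAGGGTGTATTGGTAGC, with 588 reads (79.6 RPM), at least 505-fold higher on the same basis. With tags grouped by their first 18 nt, the largest group found in a single library held 1272 reads in peak lactation and 783 reads in late lactation. Table S1 itself, which holds the paper's counts, lists 933 names with reads in both libraries, 104 in peak lactation only and 76 in late lactation only.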

Compared with miRNA expression in peak lactation, 362 miRNAs in late lactation were significantly up-regulated with P≤0.01, while 272 miRNAs were significantly down-regulated with P≤0.01 (Figure 3 and Table S1). 

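The ratios were taken between tags, since names could not be assigned. As in the paper's Methods, reads were normalized to 1000000 clean reads, zero was set to 0.01 and tags under 1 RPM in both libraries were left out. A tag was counted at a ratio of at least 2-fold with P below 0.01 from the Audic-Claverie formula of the Methods. The formula was applied here to read counts, while the Methods describe its x and y as normalized expression. The 2-fold limit is that of the ratio classes of Figure 3 and of the marks of Table S1. The tail of the formula was taken to include the observed count, and 593 of the 1113 P values of Table S1 lay within 1% of those from this tail. With the tail above the observed count, chosen after seeing the data, all 1113 did, and 7242 tags were higher. This P compares the reads of the pair of libraries, not the stages, because each stage is 1 pool. Of 26175 tags tested, 6938 were higher and 8457 were lower in late lactation, so 45.1% of the called tags were higher. With a minimum of 10 RPM in one library, 5097 tags were tested, and 1437 were higher and 1946 lower. When tags were grouped by their first 18 nt, the balance turned, with 3759 groups higher and 3104 lower among 12039. With the 10 most abundant tags of either library left out of the totals, every RPM rose and 45427 tags passed the filter, and 53.9% of the called tags were higher in that larger set. In Table S1, the paper's marks are on 425 names that are higher and 272 that are lower in late lactation, among 1113 names.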

We analyzed the number of reads for conserved miRNA and found it has large divergence in the expression frequency among these miRNAs. In peak lactation, miR-143, miR-143-3p and miR-148a-3p were predominately expressed with more than 100,000 reads, and these miRNAs constituted 30.71% of the total sequencing reads, suggesting they are abundantly expressed during this period. 

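The most abundant tag of the peak library was TCAGTGCACTACAGAACTTTGT, with 1736272 reads or 9.12% of the clean reads. It was followed by TGAGATGAAGCACTGTAGCT with 1576851 reads (8.28%) and TGAGGTAGTAGGTTGTATAGTT with 1084533 reads (5.69%). TGAGATGAAGCACTGTAGCTCT, which begins with the same 20 nt as the second of these, had 1051547 reads (5.52%). The 10 most abundant tags held 43.4% of the clean reads, and 25 tags had more than 100000 reads. In late lactation, the leading tag of the peak library fell by 2.05 on the log2 scale, to 162275 reads. The counts that the paper lists in Table S1 for miR-143, miR-143-3p and miR-148a-3p sum to 9086342 reads, which is 47.7% when divided by the clean reads of peak lactation. This is not a share of the reads, since the counts of all names in that table add up to more than the clean reads.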

The sequencing frequencies of 628 miRNAs were much lower than the 10 reads (Table S1). However, in late lactation, miR-143, let-7, miR-21, miR-148, miR-30, miR-146, miR-107 and miR-103 were the most abundant, each with more than 100,000 reads. 

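In late lactation TGAGATGAAGCACTGTAGCT led with 1505438 reads, 20.4% of the clean reads, a log2 ratio to peak lactation of 1.30. Summed over all tags with its nt 1 to 20, the log2 ratio was 0.80, which is under 2-fold. That of TGAGATGAAGCACTGTAGCTCT was 0.20. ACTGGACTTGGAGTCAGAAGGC held 5.32% of the reads in late lactation and 2.12% in peak lactation, a log2 ratio of 1.33. TGTAAACATCCTCGACTGGAAGC fell from 3.21% to 1.06%, a log2 ratio of -1.60. AGCAGCATTGTACAGGGCTATGA held 1.40% in peak lactation and 1.31% in late lactation, a log2 ratio of -0.10 (95% interval -0.11 to -0.09). The 10 most abundant tags held 46.7% of the reads, 8 tags had more than 100000 reads, and 8 of the leading 10 tags were the same as in peak lactation. Of the 12 tags that led in either library, 5 were higher in late lactation. TGAGGTAGTAGATTGTATAGTT had a log2 ratio of -0.056, which became 0.029 without the 10 most abundant tags in the totals, a scaling that adds 0.085 to every log2 ratio, and 0.25 when all tags with its nt 2 to 17 were summed, a sum chosen after seeing the data. TGAGGTAGTAGATTGTATAGT had a log2 ratio of 0.92, which became -0.37 when tags with 1 mismatch in nt 2 to 17 were included. That set takes in the group of the abundant tag TGAGGTAGTAGGTTGTATAGTT, which held 1833586 of its 2534415 reads in peak lactation.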

A total of 327 miRNAs displayed the lowest sequencing frequencies, with no more than 10 reads in peak or late lactation. In two libraries, let-7, miR-143, miR-148, miR-378, miR-146 and miR-21 were detected with high abundance (Table S1). 

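Tags that contain nt 2 to 17 of an abundant tag were summed, a grouping chosen after the counts were seen, and set beside the counts that the paper gives for known miRNAs. No name was assigned to a group from its sequence, and the name set beside a group is the one with the nearest counts among 10 names of Table 2, so some closeness is built in. The group of TGAGATGAAGCACTGTAGCT held 3600013 reads in peak lactation and 2446233 in late lactation, where the paper's counts for miR-143 are 3663628 and 2501394. The group of TCAGTGCACTACAGAACTTTGT held 1920768 and 189956 reads, where the paper's counts for miR-148a-3p are 1948637 and 193553. The group of TGAGGTAGTAGGTTGTGTGGTT held 1439497 and 378353 reads, where the paper's counts for let-7b are 1414825 and 368460. The group of TGTAAACATCCTCGACTGGAAGC held 819058 and 136182 reads, where the paper's counts for miR-30a are 818766 and 135764. The group of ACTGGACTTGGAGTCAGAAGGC held 656652 and 512012 reads, where the paper's counts for miR-378e are 654953 and 511109. In each of these pairs the counts differed by less than 5% in both libraries. The group of TGAGGTAGTAGGTTGTATAGTT held 1833586 and 443094 reads, beside 1569878 and 386744 in the paper for let-7-5p, a gap of more than 5%. With nt 1 to 20 of this tag, the sums were 1548099 and 373416, within 5% of those counts. For the groups of AGCAGCATTGTACAGGGCTATGA, TAATACTGCCGGGTAATGATGGA and TGAGGTAGTAGATTGTATAGTT, the nearest of these 10 names was off by up to 2.55 times. Outside them, Table S1 lists miR-107 at 320001 and 119406 reads and miR-103 at 319072 and 118375. The group of AGCAGCATTGTACAGGGCTATGA held 320757 and 119779, so the counts do not tell which of these names it carries. The paper lists nearly equal counts under several names, and 27 of the 37 names of Table S1 with more than 100000 reads in peak lactation had another such name within 5% in both libraries.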

The 10 most abundance co-expressed miRNAs during peak and late lactation were listed in Table 2.

**Figure 3:**
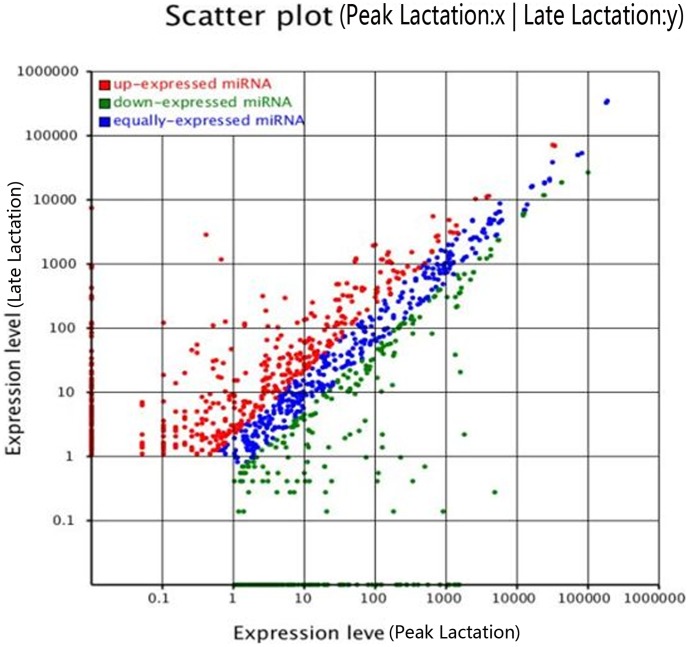
Comparison of expression levels of miRNAs in peak and late lactation. The X- and Y-axes show the expression levels of miRNAs in the two samples. The red points represent miRNAs with ratios >2; the blue points represent miRNAs with 1/2<ratios<2; the green points represent miRNAs with ratios <1/2. Ratios  = miRNA expression levels of late lactation/miRNAs expression levels of peak lactation.

**Table 2:** The 10 most abundance co-expressed miRNAs during peak and late lactation.

miRNAs	Reads		Nor_ Reads		F_ change	*P*_ Value	Sig_ level
	Peak lactation	Late lactation	Peak lactation	Late lactation			
miR-143	3,663,628	2,501,394	192,377	338,674	0.82	0	#
miR-143-3p	3,474,077	2,361,222	182,423	319,696	0.81	0	#
miR-148a-3p	1,948,637	193,553	102,322	26,205	−1.97	0	*
let-7-5p	1,569,878	386,744	82,434	52,362	−0.65	0	#
let-7b	1,414,825	368,460	74,292	49,887	−0.57	0	#
let-7b-5p	1,374,801	361,024	72,190	48,880	−0.56	0	#
miR-30a	818,766	135,764	42,993	18,381	−1.23	0	*
miR-30a-5p	818,248	134,361	42,966	18,191	−1.24	0	*
miR-378e	654,953	511,109	34,392	69,201	1.01	0	*
miR-378d	654,554	510,815	34,371	69,161	1.01	0	*

**Note:** Nor_Reads: Normalized reads, the results of Solexa sequencing, Normalization formula: Normalized expression = Actual miRNA count/Total count of clean reads×1,000,000; F_change: Fold_changes (Log2 Late lactation/Peak lactation), fold changes of miRNAs in both samples, – represents down regulation in late lactation; *P*_Value: *P* values manifest the significance of miRNAs differential expression between two samples; Sig_level: Significance_level, # represents no significant difference, * represents significant difference;

The main purpose of the present study was to identify miRNAs involved in mammary gland development. According to the changes in relative miRNA abundance between the two libraries, 697 miRNAs were significantly differently expressed between peak and late lactation (Table S1). As shown in Table 3 and Table S1, the majority of differentially expressed miRNAs in fold-change ranges from 1 to 15 fold, only 9 miRNAs showed differences of greater than 15-fold between the two libraries. 

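Among the 738 tags with at least 100 RPM in one library, the 5 with the lowest ratio in late lactation were 29 to 44 nt long. TTAACATGTTGACAAGTCTAACTCTGAAG had 19984 reads in peak lactation and 19 in late lactation, a log2 ratio of -8.67 (95% interval -9.40 to -8.03). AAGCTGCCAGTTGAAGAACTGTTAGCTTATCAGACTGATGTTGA, of 44 nt, had 2568 reads in peak lactation and 1 in late lactation, a log2 ratio of -9.96 (-15.26 to -7.48). Its first 22 nt and its last 22 nt were also tags of their own in peak lactation, with 4187 and 161551 reads. The 5 tags with the highest ratio were 21 to 25 nt long. TAGCACCATTTGAAATCGGTTA had 252 reads in peak lactation and 8650 in late lactation, a log2 ratio of 6.47 (6.29 to 6.65). TAGCAGCACATAATGGTTTGT had 54 and 1141 reads, a log2 ratio of 5.77 (5.37 to 6.19). CTGGCGGAGCGCTGAGAAGACGGTC had 44 and 778 reads, a log2 ratio of 5.51 (5.07 to 5.98). Over all tags that contain nt 2 to 17 of the tag, these log2 ratios were smaller in size. They were -5.01 for TTAACATGTTGACAAGTCTAACTCTGAAG, -0.84 for the tag of 44 nt, 4.36 for TAGCACCATTTGAAATCGGTTA, 1.90 for TAGCAGCACATAATGGTTTGT and 3.12 for CTGGCGGAGCGCTGAGAAGACGGTC. The paper lists 54914 reads of miR-17a* in late lactation and 0 in peak lactation. To reach that number with tags found only in late lactation, at least 6951 tags had to be added up. The paper lists 29370 reads of miR-881 in peak lactation and 0 in late lactation, and at least 57 tags found only in peak lactation were needed to reach that number.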

Among the up-regulated miRNAs, miR-17a* has the highest fold-change of at least 19 fold, while in the down-regulated miRNAs, miR-881 has the highest fold-change of at least 17 fold, and followed by miR-3175, miR-3966 with the fold changes of at least 17 fold (Table 3 and Table S1). The hierarchical clustering of the two tissues based on the relative expression frequencies of the miRNAs also suggested that miRNA expression was different in peak and late lactation (Figure S4), and all differentially expressed miRNAs were clustered in one by six cluster.

**Table 3:** The 10 most different fold changes miRNAs between peak and late lactation.

miRNAs	Reads		Nor_ Reads		F_ change	*P*_ Value	Sig_ level
	Peak lactation	Late lactation	Peak lactation	Late lactation			
miR-17a*	0	54,914	0.01	7,435	19.50	0	**
miR-5425	0	6,766	0.01	916	16.48	0	**
miR-4754	0	6,326	0.01	856	16.37	0	**
miR-3138	10,637	0	559	0.01	−15.77	0	**
miR-125a*	15,723	0	826	0.01	−16.33	0	**
miR-125*	20,053	0	1,052	0.01	−16.68	0	**
miR-29-3p	21,450	0	1,126	0.01	−16.78	0	**
miR-3966	25,136	0	1,320	0.01	−17.01	0	**
miR-3175	27,377	0	1,438	0.01	−17.13	0	**
miR-881	29,370	0	1,542	0.01	−17.23	0	**

**Note:** Nor_Reads: Normalized reads, the results of Solexa sequencing, Normalization formula: Normalized expression = Actual miRNA count/Total count of clean reads×1,000,000; F_change: Fold_changes (Log2 Late lactation/Peak lactation), fold changes of miRNAs in both samples, – represents down regulation in late lactation; *P*_Value: *P* values manifest the significance of miRNAs differential expression between two samples; Sig_level: Significance_level, # represents no significant difference, * represents significant difference;

### Identification of Novel microRNAs Candidates

In additional to profiling known miRNAs, Solexa high-throughput sequencing has a special advantage for discovering functionally important novel miRNAs that might not be detected using traditional methods. In this study, 1,366,119 and 521,231 unannotated small RNAs, separately presenting 309,527 and 169,990 unique sRNAs matching to the *Ovis aries* genome (UCSC, 2010, ISGC *Ovis aries* 1.0/oviAri1) (Figure 2), were used to predict potential novel miRNA candidates. To determine whether these small RNA sequences were genuine goat miRNA, we explored their hairpin structures, Dicer cleavage sites and minimal free energies using MIREAPv0.2 software (https://sourceforge.net/projects/mireap/) [21]. Mfold [20] and MiPred [24] softwares were also used to predict the typical secondary structures of the miRNA precursors and remove pseudo-pre-miRNAs. In total, 31 potential novel miRNA candidates with lengths ranging from 20 to 24 nt and reads ranging from 5 to 708 were obtained from peak and late lactation libraries, which possessed a typical stem-loop structure and free energy ranging from −19.6 Kcal/mol to −66.7 Kcal/mol (Table S2).

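The tag identical to each mature sequence of Table S2 was looked up in both libraries. All 31 candidates had such a tag, 17 in both libraries, 8 in peak lactation only and 6 in late lactation only. The larger of the counts of a candidate in the libraries ranged from 3 to 428 reads, and it was under 10 reads for 25 candidates. Novel_33 (AGAGGTAAAAAATTGATTTGACT) had 209 reads in peak lactation (95% exact Poisson interval 182 to 239) and 428 in late lactation (388 to 471). Novel_7 (CCAAACCAGTTGTGCCTGTAG) had 266 reads (235 to 300.0) and 167 reads (143 to 194), which is 14.0 RPM in peak lactation and 22.6 RPM in the less deeply sequenced late library. Novel_5 (GAAACCCGAACGAACTTTTGG) had 47 reads (34.5 to 62.5) and 6 reads (2.20 to 13.1). For 14 candidates listed at 0 reads in a library by the paper, the identical tag had reads in that library. Counting every tag that contains the sequence raised the largest count to 679 reads, in Novel_7, and put 23 candidates in both libraries. The 49 listed precursors had 47 distinct sequences, and their minimum free energy from RNAfold ranged from -66.8 to -19.2 kcal/mol. It lay within 2 kcal/mol of the paper's value for 43 of them. Compared with 100 shuffles that kept the dinucleotides, 38 precursors had a lower energy than 95% of their shuffles (one-sided permutation test, with the same 38 after Benjamini-Hochberg adjustment over 47), and 33 had a lower energy than all of them. For 9 precursors, each of a different candidate, the energy was not separated from that of the shuffles. Per candidate, 22 of 31 had a precursor past this limit, and 10 of the 38 precursors belong to Novel_42. The paper had already filtered its candidates by free energy and by a P-value from MiPred. Low energies were thus partly selected for, and the 38 precursors are not independent support.

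**Figure D2:**
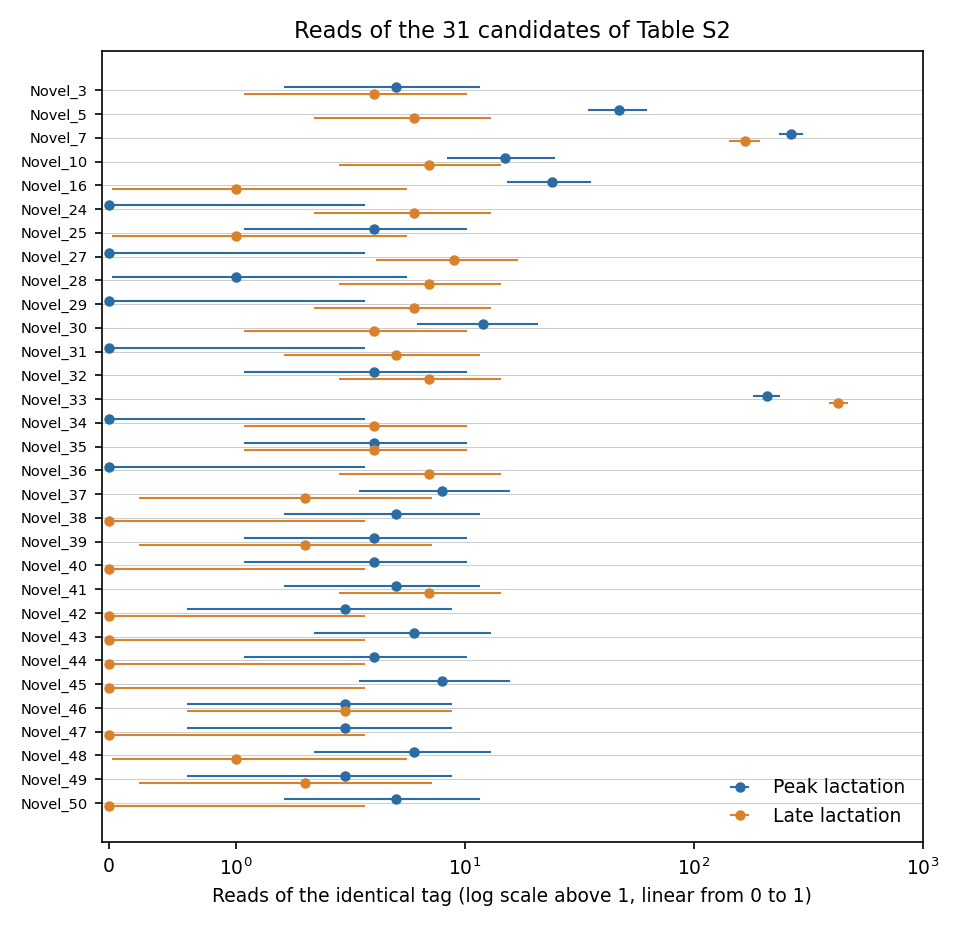
Reads of the tag identical to each of the 31 candidates of Table S2 in peak lactation (blue) and late lactation (orange), with 95% exact Poisson intervals. The axis is logarithmic above 1 and linear from 0 to 1. The counts are not scaled to depth, and the highest points are Novel_33 with 428 reads in late lactation and Novel_7 with 266 reads in peak lactation.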

### Validation of microRNAs Expression with Quantitative RT-PCR

To validate the reliability of the sequencing data, we applied relative real-time quantitative RT-PCR to compare the expression levels of the differentially expressed miRNAs and newly identified miRNAs. The five individuals in each lactation period (peak and late lactation) were subjected respectively to qRT-PCR, the expression levels of 9 differentially expressed miRNAs were selected randomly and validated in peak and late lactation. The results are shown in Figure 4A, bta-miR-15b, bta-miR-107, bta-miR-30b-5p, bta-miR-214, bta-miR-193a-5p, bta-miR-339b, bta-miR-375, bta-miR-487b, and bta-miR-100 were differentially expressed in peak and late lactation, and the expression levels of bta-miR-15b, bta-miR-107, bta-miR-30b-5p, bta-miR-214, bta-miR-339b, bta-miR-375, and bta-miR-487b in late lactation tissue were higher than the expression levels in peak lactation, bta-miR-100 was down regulated in late lactation compared with peak lactation, the expression pattern was consistent with the Solexa sequencing results (Table S1), only bta-miR-107 was not consist with Solexa sequencing results, this may be caused by deviation of qRT-PCR. Furthermore, we also verified the expression of 31 novel miRNAs using qRT-PCR, in which 23 were validated, 8 were not detected (Figure 4B). 

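In the Solexa libraries, reads of all tags that contain the last 16 nt of the primer of Table 4 were summed for each miRNA, and 7 of the 9 were higher in late lactation. miR-214 rose from 40 to 884 reads, a log2 ratio of RPM of 5.83 (95% interval 5.38 to 6.33). miR-30b-5p rose from 1545 to 7146 reads, a log2 ratio of 3.58 (3.50 to 3.66). miR-375 had 8613 and 35068 reads, a log2 ratio of 3.39 (3.36 to 3.43). miR-15b had a log2 ratio of 3.03 (2.86 to 3.20), miR-339b of 2.25 (2.12 to 2.38) and miR-487b of 1.43 (0.93 to 1.93). miR-100 had 11945 reads in peak lactation and 884 in late lactation, a log2 ratio of -2.39 (-2.49 to -2.29). miR-193a-5p had a log2 ratio of -0.58 (-0.76 to -0.41). miR-107 had only 89 reads in peak lactation and 115 in late lactation, a log2 ratio of 1.74 (1.32 to 2.15). This value rests on 15 tags that contain the last 16 nt of the primer. The most abundant, AGCAGCATTGTACAGGGCTATCA, held 26 of the 89 reads in peak lactation and 54 of the 115 in late lactation. It is a G-to-C difference from the abundant tag AGCAGCATTGTACAGGGCTATGA. Its rate was at percentile 51.9 of such differences at other positions of abundant tags in peak lactation and at percentile 96.6 in late lactation. With 13 nt that end 3 nt before the end of the primer, miR-107 had 324259 and 121719 reads and a log2 ratio of -0.047. With 1 mismatch allowed in the 16 nt it was -0.072. For the other miRNAs no alternative changed the direction.

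**Figure D3:**
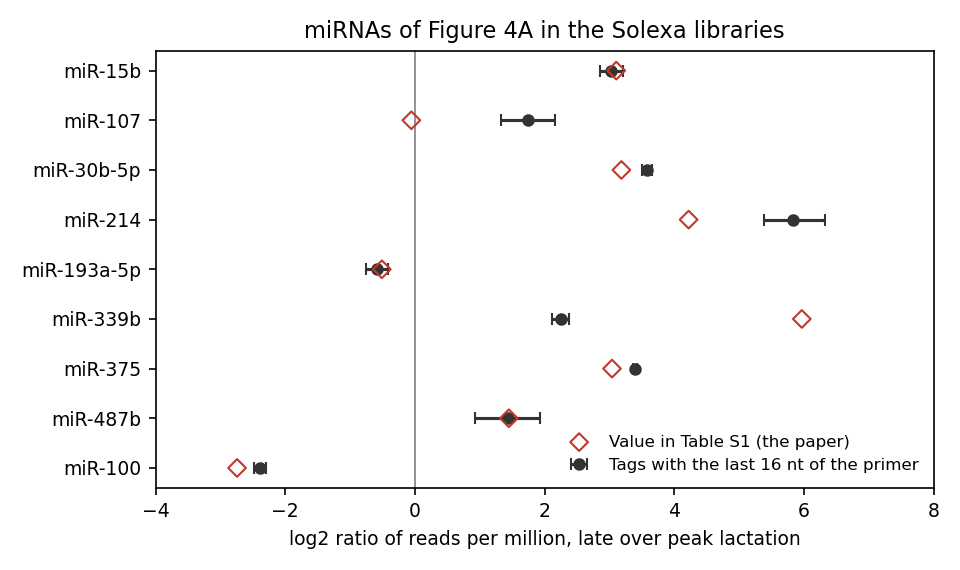
Log2 ratio of RPM, late over peak lactation, for the 9 miRNAs of Figure 4A. Black points are the sums of tags with the last 16 nt of the primer, with 95% exact binomial intervals for counting error in 1 library per stage, and red diamonds are the paper's values in Table S1. miR-107 lies at 1.74 by the primer end, and the paper's value is -0.056.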

The primers for the validated miRNAs are shown in Table 4.

**Figure 4:**
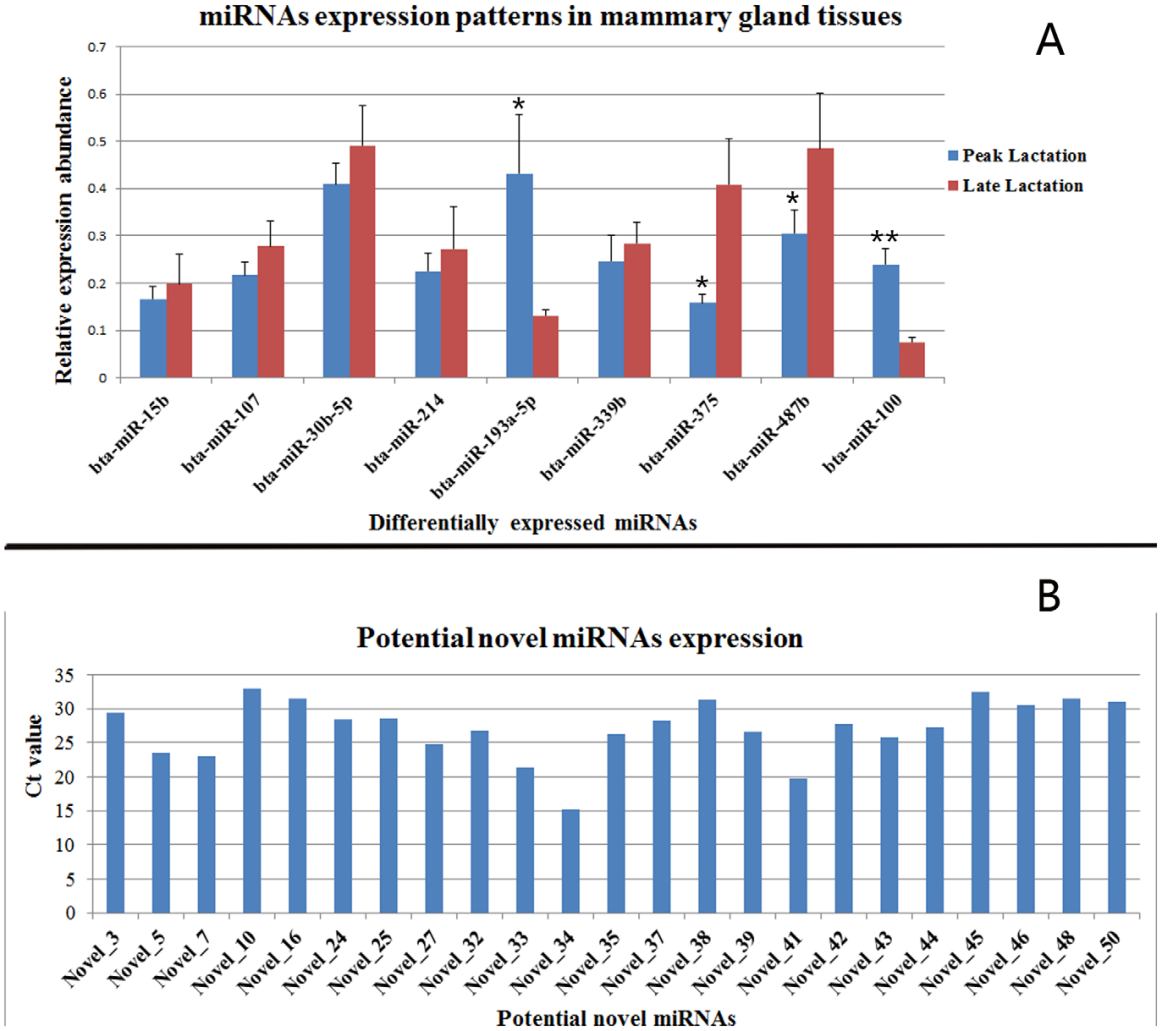
qRT-PCR validation of the identified miRNAs using Solexa sequencing technology. **A:** Real-time RT-PCR results for 9 known miRNAs in peak and late lactation. The relative quantification of expression was calculated using the 2^−△△CT^ method after the threshold cycle (Ct) and was normalized with the Ct of U6. The relative expression levels were presented as the 2^−△△Ct^ means ± SE. The error bars indicate the standard error of the 2^−△△Ct^ mean values. * represents *p*<0.05, ** represents *p*<0.01. **B:** Potential novel miRNAs expression in mammary gland. Total RNA pooled from five individuals of two lactation periods were used for qRT-PCR, the relative expression abundance were expressed as Ct value, each sample was replicated for three times.

**Table 4:** Summary of miRNA primers used in real-time RT-PCR.

Primer	Sequences (5′→3′)	Length (nt)	GC (%)	Tm
U6	CAAGGATGACACGCAAATTCG	21	47.6	69
bta-miR-15b	CGTAGCAGCACATCATGGTTTACA	24	45.8	72
bta-miR-107	GAGCAGCATTGTACAGGGCTATC	23	52.2	73
bta-miR-30b-5p	GCCGAAACATCCTACACTCAGCT	23	52.2	73
bta-miR-214	AGCAGGCACAGACAGGCAGT	20	60.0	72
bta-miR-193a-5p	GTCTTTGCGGGCGAGATGA	19	57.9	69
bta-miR-339b	CCATATCTGTCCTCCAGGAGCTC	23	56.5	75
bta-miR-375	TTCGTTCGGCTCGCGTGA	18	61.1	69
bta-miR-487b	GCAATCGTACAGGGTCATCCAC	22	54.5	70
bta-miR-339b	CCATATCTGTCCTCCAGGAGCTC	23	56.5	75
bta-miR-100	AACCCGTAGATCCGAACTTGTG	22	50.0	71
Novel_3	TACGAGGACCTCCAGAACGACC	22	59.1	65
Novel_5	CCAGGCTAGGAGAAATGATTGG	22	50.0	62
Novel_7	CCCAAACCAGTTGTGCCTGTAG	22	54.6	64
Novel_10	AGCGCAAATGAACGTTTTGG	20	45.0	63
Novel_16	CCAGGGATGTAGCTCCTAGTGC	22	59.1	63
Novel_24	TGGGAGTCGCTGAGAGGATGGA	22	60.9	69
Novel_25	CAGGGAGAAGGTGAGCAGAGGA	22	59.1	65
Novel_27	TGTGAGAGAAGAGGACGCCTGG	22	59.1	66
Novel_32	ATATATCCAGGGGACGCCGTT	21	52.4	64
Novel_33	CCGCCGGTAAAAAATTGATTTGACT	25	40.0	67
Novel_34	GCGTCAAGTGATGGAGAAGATGA	23	47.8	64
Novel_35	AATTCCGGTCGCTGTGCTCTCG	22	59.1	70
Novel_37	GCGAACCTGAGCAAACTTTTT	21	42.9	61
Novel_38	CACTGATTGGGGTAGATGTGAGA	23	47.8	62
Novel_39	CAGCAACTAAAGATCCCTCAGG	22	50.0	60
Novel_41	ATAGAGAGGGATGGGCTGGG	20	60.0	63
Novel_42	CGCTGAACAAACTTTTTGGCCA	22	45.5	66
Novel_43	TGCCAAGCCCACGTTCAAAGG	21	57.1	70
Novel_44	TGGGGAAGCGCAGGAAACAGT	21	57.1	68
Novel_45	TGAGTTAAAGGAAAAGGAAAGT	22	31.8	54
Novel_46	AATGTACTTGTGGAGTTGGAG	21	42.9	54
Novel_48	TGGACAACTGAAGCTAGCACAG	22	50.0	61
Novel_50	ATAGAGCCCCGGTAGACTGT	20	55.0	58

### MicroRNA Target Genes Prediction, GO Enrichment and KEGG Pathway Analysis

To further understand the physiological functions and biology processes involved these miRNAs during mammary gland development and lactation, target gene prediction was performed based on miRNA/mRNA interactions to provide some molecular insight into the processes. The results were analyzed using MIREAPv0.2 software (MATERIALS & METHODS). A total of 762,557 annotated mRNA transcripts were predicted as putative target genes for 712 differentially expressed miRNAs (Table S3).

The predicted target genes were classified according to KEGG function annotations to identify the pathways that were actively regulated by miRNAs in mammary gland tissue (Table S4). The KEGG Pathway annotation showed 17,196 target genes that were annotated for 261 biological processes with P<1, and most of target genes were involved in cellular metabolism, disease and signal transduction. The most enriched pathway annotated was metabolic pathways, with 1,251 annotated genes representing 7.27% followed by Huntington’s disease pathways (3.43%), Parkinson’s disease pathways (3.31%), and oxidative phosphorylation (3.25%). GO is an international standardized classification system for gene annotations that provides insight into the molecular functions of genes in various biological processes [29]. The GO enrichment analysis from cellular components showed that 25,295 genes were termed from component ontology with a P-value ≤1. Moreover, 51% of the genes were clustered into intracellular regions. The analysis of molecular function showed that 8,879 genes were assigned different functions, and most of the functions were related to binding activity, with 4,834 (occupied 54.44%) annotated genes. The analysis of biological processes showed that 34,847 genes were involved in cellular or metabolic processes, with 16.12% and 13.80%, respectively (Table S5). Partial GO annotations for predicted target genes are shown in Figure 5.

**Figure 5:**
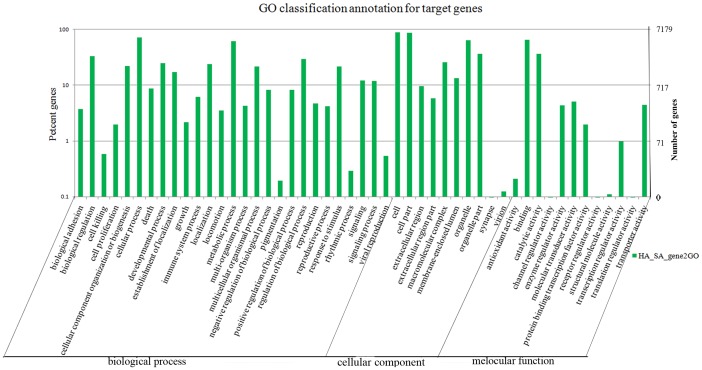
Part gene ontology classification annotated by gene2go for predicted target genes. The figure shows partial GO enrichment for the predicted target genes in molecular function, cellular component and biological processes.

## Discussion

MicroRNAs, as key components of most of the regulatory events, play important roles at the post-transcriptional level in various developmental and physiological processes [7], [8]. Although most conserved and high-abundant miRNAs had been identified by traditional cloning method or bioinformatics prediction [35], [36], following the development of sequencing techniques and bioinformatics, a large number of miRNAs have been found in various species. Illumina/Solexa high-throughput sequencing is a small RNA digitalization analysis platform based on sequencing-by-synthesis (SBS) technique, which has special advantages for small RNAs sequencing because of its high-throughput, high-accuracy, high-repeatability and low signal-to-noise ratio [37]. Currently, Solexa high-throughput sequencing is used as a powerful tool for the identification of miRNAs and was widely used for small RNAs digital expression profiling in various organisms [38], [39], [40], [41]. The results are typically validated using real-time quantitative RT-PCR, northern blot and microarray analysis [42], [43], [44]. In this study, the amount of data obtained using Solexa sequencing covered almost all small RNA. The length distribution showed that more than 89% of the small RNA sequences were primarily distributed in 19∼24 nt in the two libraries, which is consistent with the typical size of mature mammalian miRNA from Dicer digestion products [45], these results were consistent with those from previous studies [15], [39], [46]. 

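Of the clean reads, 90.8% in peak lactation (95% exact binomial interval 90.82% to 90.84%) and 92.6% in late lactation (92.5% to 92.6%) were 19 to 24 nt long. Relative to reads of 18 to 30 nt only, these shares were 91.1% and 92.7%. Without the 10 most abundant tags of either library, which were all 20 to 23 nt long, they fell to 83.2% and 85.5%.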

The size distribution of the small RNAs from peak and late lactation was similar, while there were also differences in the length distribution and abundance in the two stages (Figure 1). These results shown that miRNAs with different length might perform different functions during different developmental stages or different physiological periods. 

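The mean length of the clean reads was 22.3 nt in peak lactation and 21.7 nt in late lactation. Reads of 25 to 30 nt made up 7.83% of the peak library and 5.21% of the late library, and reads of 28 to 30 nt made up 2.72% and 0.825%. Within this range, the shares of 25 nt (1.45% and 1.92%) and 26 nt (1.35% and 1.43%) were higher in late lactation. At each length from 27 to 30 nt the share was lower in late lactation. Among tested tags of 28 to 30 nt, 2050 out of 2772 were lower in late lactation, with a median log2 ratio of -4.07. Among tags of 18 to 19 nt, 1236 were higher and 575 were lower out of 3235, with a median log2 ratio of 0.56. At 22 nt, 1055 tags were higher and 886 lower out of 3708.

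**Figure D4:**
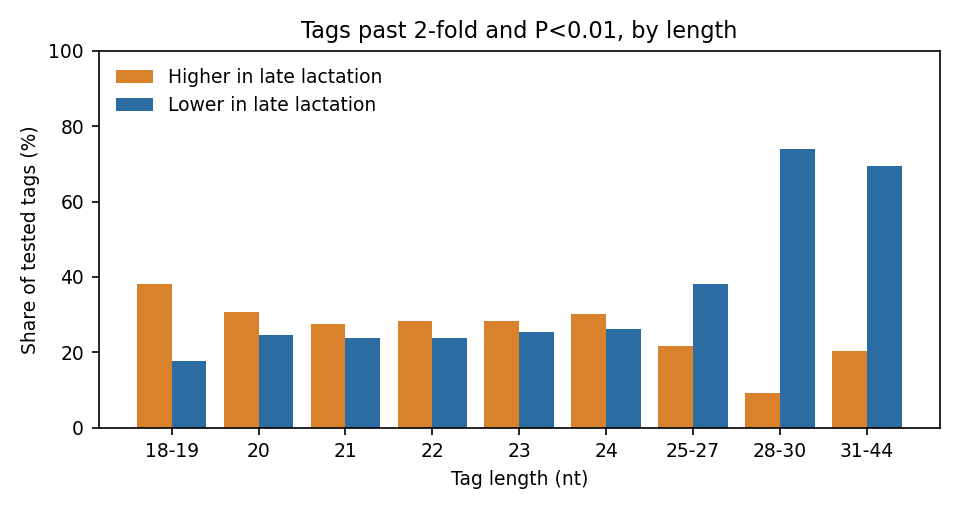
Share of tested tags (%) that were at least 2-fold higher (orange) or lower (blue) in late lactation with P below 0.01, by tag length (nt), in 1 library per stage. Tags of 28 to 30 nt were mostly lower, 2050 of 2772, and tags of 18 to 19 nt were more often higher, 1236 of 3235.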

The Solexa sequencing reads were aligned against the *Ovis aries* genome (UCSC, ISGC *Ovis aries* 1.0/oviAri1) (Table 1), and annotated in GenBank and Rfam databases (Figure 2), the results indicate that the high-throughput sequencing data were highly enriched for small RNAs sequences.

Analyzing the spatiotemporal expression patterns of miRNAs would useful information for their physiological functions [47]. In this study, miRNAs comprised a large proportion of the goat small RNA libraries (16,188,223 and 6,384,246 sequences in peak and late lactation, respectively. Figure 2), indicating that miRNAs are primarily involved in the regulation of gene expression in the lactating mammary gland. One striking observation was that many miRNAs exhibited significantly differential expression patterns between peak lactation and late lactation (Figure 3, Figure 4, Table 3 and Table S1). This result led to the general conclusion that miRNAs are highly stage-specific regulatory elements. It could be considered that miRNAs which were highly expressed in peak lactation might be involved in the specific physiological processes, such as high milk yield, milk ingredients. 

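Of the tags tested, 22685 had reads in both libraries, and 5446 of these were higher and 6459 lower in late lactation. The other 3490 had reads in a single library, and all of them were called, 1492 higher and 1998 lower, because at least 1 RPM against 0 meets the rule in advance. All of these calls compare 1 pool of each stage, and the rule contains no term for the variation between goats. The paper concludes that miRNAs are highly stage-specific regulatory elements. It draws this from the many miRNAs that differed between the stages, in the sequencing and in the qRT-PCR of Figure 4.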

The analysis of conserved and differentially expressed miRNAs shown that the most abundant miRNA was miR-143, which was represented approximately 3,000,000 sequence reads in peak and late lactation. It was reported that miR-143 plays an important role in many pathological tissues as a tumor suppressor by inhibiting cell apoptosis or promoting cell proliferation [48], [49]. The predominance of miR-143 might be consistent with its well-established function in lactating mammary gland physiology. Thus, miR-143 could be involved not only in breast diseases, but also mammary development, and might be associated with mammary gland lactation or milk ingredients. Three other miRNAs, miR-148a-3p, let-7-5p and let-7b were also identified as high-count sequences with more than 1,000,000 reads in both libraries (Table 2 and Tabel S1). It has been reported that the sequential stage-specific expression of the let-7 regulates developmental timing in *Caenorhahditis elegans* [50]. In recent years, numerous studies have indicated that miR-148a is involved in cell differentiation or proliferation. Zhang et al. [51] reported that miR-148a targets the ROCK1 gene to promote myogenic differentiation. Liffers et al. [52] reported that miR-148a is down-regulated in human pancreatic ductal adenocarcinomas and regulates cell survival through targeting CDC25B. In our study, miR-148a has high abundance, it may be involve in mammary gland cell proliferation and apoptosis and play an important role in mammary gland physiology or lactation. Compared with the above four miRNAs, 393 miRNA were expressed at low levels, with less than 100 reads in the two mammary libraries. There were 104 miRNAs that existed solely in peak lactation, and 75 miRNAs were present in late lactation (Table S1). These variations in abundance could also reflect differences in the roles of these miRNAs in terms of the regulation of mammary physiology and lactation [53].

In additional to profiling known miRNAs, high-throughput sequencing has a special advantage for discovering functionally important novel miRNAs that might not be detected using traditional methods. Currently, many computational programs, such as miRSan, miRseeker and findMiRNA, have been developed for predicting novel miRNA [54], and all of these programs were designed based on specific miRNA hairpin stem-loop secondary structures and high negative minimal folding free energies, it is extremely challenging to define novel miRNAs because other RNAs, particularly mRNA, also have similar stem-loop structures and high negative minimal folding free energies [55]. Previously, miRNAs were defined as noncoding small RNAs that fulfill a combination of expression and biogenesis criteria [56], [57]. First, a mature miRNA should be expressed as a distinct transcript of approximately 22 nucleotides that is detectable using qRT-PCR or other experimental means. Second, a mature miRNA should originate from a precursor with a characteristic secondary structure, such as a hairpin or fold-back that does not contain large internal loops or bulges. Finally, the mature miRNA should occupy the stem region of the hairpin structure. Although hairpin structures are common in eukaryotic genomes, these structures are not a unique feature of miRNAs. Many random inverted repeats (termed pseudo-hairpins) can also fold into dysfunctional hairpins [58]. In this study, MIREAP (https://sourceforge.net/projects/mireap/) were used to predict the conserved and novel miRNAs by exploring the secondary structure, Dicer cleavage site and minimum free energy [21]. Subsequently, we eliminated the reads with abundances of less than two, and used the Mfold and MiPred softwares to further analyze their typical stem-loop structures and filter out the pseudo-novel miRNAs. The novel miRNAs were further validated using real-time quantitative PCR (Figure 4B). Of the 31 potential novel miRNA candidates, 23 were validated, 8 novel miRNAs were not obtained by qRT-PCR, it may be the inappropriate primers design, or the very low expression abundance, or the false positive of novel miRNAs, which need further experimental verifications.

MiRNAs function by incomplete complementary binding the 3′ UTR of target mRNAs to regulate protein expression or degrade target mRNA [5], [6]. So far, although several bioinformatics tools have been developed, such as miRanda, RNAhybrid, PicTar, none of the available computational methods can predict miRNA targets accurately and they all give results with higher false positive rates [59], [60], because the detailed mechanism of interaction between miRNA and its target transcripts is not clear. Moreover, there is no 3′ UTR database available, it is more difficult to predict targets of goat miRNAs. Alternatively, to further provide the insight into the physiological functions of miRNAs involving in lactating mammary gland, the presumable target genes for differentially expressed miRNAs were predicted by aligning miRNA sequences to goat ESTs following the rules of target prediction suggested by Allen [25] and Schwab [26] (Materials and Methods) using MIREAP and TargetScan 6.0 software to maximally eliminate some false positives. GO annotation and KEGG Pathway analyses could also obtain a better understanding from the molecular functions, cellular components, and biological processes of target genes. The analysis of GO and KEGG shown that the putative target genes appear to be involved in a wide variety of biological processes. Ranging from genes encoding transcription factors involved in transcription regulation to genes encoding enzymes involved in metabolism, genes regulating transport, genes encoding various kinases, genes regulating oxidative reduction and genes encoding isomarase and helicase (Table S3, Table S4 and Table S5). The GO enrichment analysis revealed that more than 51% of the genes were annotated to intracellular component ontology, more than 16% of the genes were involved in cellular processes and approximately 54% of the genes had binding functions (Table S5). KEGG analysis showed that approximately 7% of the genes were committed to a metabolic pathway (Table S4). These results indicated that some miRNAs might be involved in mammary gland lactation and physiology, and function in mammary gland cell proliferation, apoptosis, and differentiation. Although a large number of target gene candidates were predicted using bioinformatics tools, validation of the relationship between miRNAs and mRNA transcripts need further more biological experimental evidences.

### Conclusions

Solexa high-throughput sequencing provided a strong platform for the study of small RNAs in dairy goat mammary gland physiology and lactation. In this study, we constructed two small RNA libraries from mammary gland tissues in peak and late lactation, and obtained high-quality small RNA expression profiles, which lead to the significant enrichment of a *Capra hircus* miRNA dataset. The present study is the first to examine the goat mammary gland miRNA expression profile and evaluate miRNA function during mammary gland lactation through the identification of differentially expressed miRNAs between peak and late lactation. The identification of 23 novel miRNAs highlights the important function of low abundant and less conserved miRNAs in the physiology of specific tissues. Target gene predictions for 697 significantly differentially expressed miRNAs, functional annotations and pathway analyses in GO and KEGG databases demonstrated the regulation of genes targeted by miRNAs potentially involved in the physiology of the lactating mammary gland. Our study provided further insight into the miRNA-mediated regulation of target genes in lactating mammary gland physiology.

## Supporting Information

Figure S1 **Experimental animals license.**
(TIF) Click here for additional data file.

Figure S2 **The overall flow of sRNA library construction and Solexa sequencing.** 18∼30 nt fraction of total RNA was excised and purified following 15% PAGE. 3′ and 5′ adaptors were respectively ligated using T4 RNA ligase. The adaptor-ligated small RNAs were subjected to RT-PCR amplification, and the cDNA was further amplified. The PCR products were purified and used for sequencing analysis on a Illumina/Solexa Genome Analyzer.
(TIF) Click here for additional data file.

Figure S3 **The bioinformatics analysis flow of Solexa sequencing data.** The image files were converted into raw data by base calling, and the low quality reads were removed. After masking the adaptor sequences and removing contamination, the clean reads were processed for computational analysis. The expression and distribution of clean reads were analyzed by mapping to the *Ovis aries* genome, sequence alignment was done against the known animal miRNAs deposited in the miRBase. The classification annotation of sRNA were analyzed in GenBank and Rfam databases. The unannotated sRNAs were used to predict the presumptive novel miRNA candidates.
(TIF) Click here for additional data file.

Figure S4 **Hierarchical clustering analysis of miRNAs in two samples.** Red indicates the miRNA with high expression in late lactation, green indicates the miRNA with high expression in peak lactation, and gray indicates the miRNA with no expression in at least one sample, the different colors represent the different fold changes (Log2 Late lactation/Peak lactation). The hierarchical clustering of miRNA expression was performed using PermutMatrix software with Pearson distance. All differentially expressed miRNAs were clustered in one by six cluster.
(PNG) Click here for additional data file.

Table S1 **miRNA expression profiles in peak and late lactation.**
(XLS) Click here for additional data file.

Table S2 **Characteristics of novel miRNA candidates.**
(XLS) Click here for additional data file.

Table S3 **Target genes for the differentially expressed miRNAs in peak lactation and late lactation predicted using MIREAPv0.2.** From left to right for each miRNA: miRNA name, miRNA length, target name, target length, match position, MFE, P-value, prediction value.
(XLS) Click here for additional data file.

Table S4 **KEGG Pathway annotations for the predicted target genes.**
(XLS) Click here for additional data file.

Table S5 **GO annotations for the predicted target genes.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

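Small RNA of the mammary gland of dairy goats was measured in 1 library of peak lactation and 1 library of late lactation, each from the pooled RNA of 5 animals. The authors sequenced the libraries on an Illumina 1G Genome Analyzer, filtered and trimmed the reads and collapsed identical reads. The authors deposited, for each library, the counts of reads of each distinct tag, not normalized, and the counts of reads left at each filtering step. The versions of the tools for these steps are not given in the sources used here. The tags carry no names. The authors' mapping to the sheep genome, the annotation against GenBank and Rfam, the match to miRBase, the target prediction and the GO and KEGG analyses start from the same tags but were not analysed here. The qRT-PCR measurements were not used here. The depth was 19044002 and 7385833 clean reads, and a count of 0 was read as an upper limit of 3 reads.

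The counts of the pair of libraries were joined by sequence. Ratios are late over peak lactation, on reads per 1000000 clean reads. A tag was called at a ratio of at least 2-fold with P below 0.01 from the Audic-Claverie formula, which needs no replicates and takes counting error as the only error. No test across animals was possible, and no edgeR or DESeq2 test was run. The call rule was tested on simulated counts for late against peak lactation with the expected reads of the real tags. It recovered 100 of 100 tags changed 3-fold and 100 of 100 changed 6-fold, and called 128 unchanged tags among 22317 tested tags. The recovery was not split by read count, so it does not show how often the rule finds changed tags with few reads.

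Tags named in the text were fixed by a rule written together with the alternatives below, and the paper with its Tables S1 to S5 had been read by then. They are the 9 miRNAs of Figure 4A, the 31 candidates of Table S2, the 10 most abundant tags of each library, the 5 tags with the largest ratio in each direction among tags with at least 100 RPM in one library, and the 5 most abundant tags of each library without a read in the other. The tags named for the test of joined sequences and of read errors were chosen after their values were seen. The known miRNAs of Figure 4A were found by the last 16 nt of their primers in Table 4. Minimum free energies were computed with RNAfold 2.7.2 at dangles 2, and each precursor was compared with 100 shuffles that kept its dinucleotides.

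The alternatives set before the data were examined were TMM factors from edgeR 4.0.16 and median-ratio factors from DESeq2 1.42.0, both over tags with at least 10 reads in both libraries, totals of tags of 18 to 30 nt, totals without the 10 most abundant tags, no filter or a filter of 10 RPM, Benjamini-Hochberg adjustment, a pseudocount of 1 read, tags grouped by their first 18 nt, other ways to match the sequences of miRNAs and candidates, a thinned peak library, at least 2 reads per tag, dangles 0, mononucleotide shuffles, and the names of Table S1 merged by suffix. The upper tail that leaves out the observed count and the sums over nt 2 to 17 were added after the data were seen. The P values of Table S1 lay within 1% of those from that tail for 1113 of 1113 names. The calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.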

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

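The tests of joined sequences in reads of 40 to 44 nt were chosen only after the result was seen, the test of the string CCGACGATC was chosen before, and the reading of its value was changed after it was seen. The shares of joined reads were read separately for each library after both values were seen.

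Among the high-quality reads of late lactation, 14.0% were removed as 5′ adaptor contaminants, against 0.0494% in peak lactation. The paper names this step in its Methods, and its text gives no number for it. Reads without an insert and reads shorter than 18 nt were also more frequent in late lactation. The removed reads are not among the deposited tags, so their sequences were not analysed here. With 1 library per stage, a difference in library preparation cannot be told apart from the stage, and no biological explanation was tested.

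A share of 0.331% of the clean reads of peak lactation was longer than 30 nt, beyond the size range that the paper states for its clean reads, and in late lactation the share was 0.135%. Reads of 40 to 44 nt numbered 8707 in peak lactation and 554 in late lactation. A candidate explanation is that a pair of small RNAs was joined end to end. In peak lactation, 66.4% of the reads of 40 to 44 nt (95% exact binomial interval 65.4% to 67.4%) split into parts that each begin, over 16 nt, a tag with at least 1000 reads, and 52.3% did so without the largest tag. Of the same sequences reversed, 0 reads did. In late lactation the share was 13.4% (10.6% to 16.5%). The minimum of 1000 reads was counted within each library, so it is a higher level in the smaller late library. The late share argues against joined tags of that level as the main origin there, and joining of less abundant tags was not tested. The share in peak lactation is in line with joining for most of these reads, as a hypothesis found and tested on the same data. Whether the parts were joined in the tube or in the cell was not tested.

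The string CCGACGATC occurred at 3048 RPM in late lactation (22514 reads) and at 42.7 RPM in peak lactation (814 reads). A control string of the same bases, CTAGCAGCC, occurred at 278 and 1081 RPM. A candidate explanation is a remainder of an adaptor in front of a small RNA, although the adaptor sequences are not given in the sources used here. In late lactation, 3.70% of the 8486 reads with at least 12 nt after the string (95% interval 3.31% to 4.12%) went on with the start of an abundant tag, and 0 of 1589 reads did after the control string. In peak lactation the share was 31.1%. The share in late lactation is above the control, but most of these reads do not go on with an abundant tag. An adaptor in front of a less abundant RNA, and the reads with fewer than 12 nt after the string, were not tested. A low share was first to count against the explanation, and was then read as leaving it open because it exceeded the control. The stage stays among the open explanations.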

How the results depend on the processing

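The upper tail that leaves out the observed count, the sums over nt 2 to 17 of the abundant tags, and the recomputed marks of Table S1 were tests chosen only after the result was seen, and all other alternatives were set before.

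No paired analysis was possible because each stage is 1 pooled library. Over 80 alternatives of 30 results, 47 stayed within the 95% interval or within 1.5 times the count, and 33 moved. Hairpin energies and the sums of Table S1 relative to the clean reads have neither an interval nor a count, and any change of them was taken as a move. The cause of a move was not tested unless it follows from how the alternative is made.

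Thinning the peak library to the late depth lowered its distinct tags to 229150.3, and requiring 2 reads lowered the shared tags to 38932, since fewer reads or tags enter. The largest tag found in a single library went from 3316 to 1272 reads in peak lactation when tags were grouped by 18 nt, and to 598 reads when tags near a tag of the other library were taken as present. In late lactation it went from 588 to 783 reads when grouped.

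With at least 2 reads per tag, the share of 22 nt was 42.4% in peak and 36.2% in late lactation, and that of 20 nt was 12.5% and 25.5%. Among distinct tags, the share of 22 nt was 10.8% and 12.0%, and that of 20 nt was 8.57% and 8.95%. Without the 10 most abundant tags, the share of 22 nt was 21.4% and 23.0%, that of 20 nt was 7.53% and 9.32%, and that of 19 to 24 nt was 83.2% and 85.5%. Among reads of 18 to 30 nt, 91.1% and 92.7% were 19 to 24 nt long. The share of 22 nt was thus higher in peak lactation when reads were counted, and lower than in late lactation among distinct tags and without the leading tags. The share of 20 nt was higher in late lactation under each of these alternatives.

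With at least 10 RPM in one library, 1437 tags were higher and 1946 lower, since fewer tags were tested. Grouped by 18 nt, 3759 groups were higher and 3104 lower. The totals without the 10 most abundant tags gave 9921 higher and 8486 lower with 45427 tested, and no filter gave 9665 higher and 9161 lower, so the larger side was not the same across alternatives. The tail that leaves out the observed count gave 7242 higher and 8457 lower. The paper's marks of Table S1, recomputed with the tail of the formula, came to 418 higher and 272 lower. The scalings moved all log2 ratios by the same amount, 0.085 at most, and the totals without the 10 most abundant tags also changed which tags were tested.

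Of 63 alternatives for the miRNAs of Figure 4A, 47 stayed within the interval, 14 moved and 2 reversed. The reversed ones were miR-107 at -0.047 with 13 nt and at -0.072 with 1 mismatch, which take in the abundant tag AGCAGCATTGTACAGGGCTATGA. Of 96 alternatives for the abundant tags, 33 stayed within the interval, 58 moved and 5 reversed. TGAGGTAGTAGATTGTATAGTT became 0.029 without the 10 most abundant tags in the totals, which is the shift common to all tags, 0.25 over nt 2 to 17 and 0.23 over nt 1 to 20. TGAGGTAGTAGATTGTATAGT became -0.37 with 1 mismatch in nt 2 to 17, which takes in the abundant tag TGAGGTAGTAGGTTGTATAGTT. It became -0.056 by the most abundant tag with its nt 2 to 17.

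Counting tags that contain the mature sequence raised the largest count of a candidate to 679 reads (Novel_7), and that of Novel_33 to 452. With dangles 0, the energies ranged from -66.4 to -16.2 kcal/mol. With the names of Table S1 merged by suffix, 231 were marked higher and 175 lower, 445 had reads in both libraries, and the reads were 0.701 times the clean reads in peak and 0.745 times in late lactation, since fewer names enter.

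Depth limits low counts, since a single read is worth more in late lactation. The call rule takes counting error alone: in a simulation without any change, with an assumed dispersion of 0.25 that was not estimated from these data, it called 7410 of 26925 tested tags (27.5%).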

Differences from the paper's values

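The comparison with tags inside the precursors of Table S2, as a setting that reaches the paper's counts, was chosen only after the result was seen, and the other alternatives below were set before the data were examined.

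The paper states that the reads of its candidates range up to 708, and the identical tags reached 428; tags that contain the sequence reached 679 and 1 mismatch gave 453. The 679 reads are within 1.5 times of the paper's value but belong to Novel_7, which the paper lists at 377, while Novel_33, the largest in Table S2, reached 452. The paper's smallest number is 5, and the identical tags gave 3, as did both alternatives. Table S2 lists 3 candidates with reads in both libraries in the paper, and identical tags gave 17, with 23 and 18 under the alternatives. Table S2 lists Novel_5 at 0 reads in peak lactation in the paper, and the identical tag had 47. It lists Novel_10 at 0 reads in peak lactation, and the identical tag had 15. It lists Novel_33 at 0 reads in peak lactation and 715 in late lactation in the paper, and the identical tag had 209 and 428. For these 3 candidates, neither tags that contain the sequence nor 1 mismatch brought the values within 1.5 times. Of the 34 counts above 0 in Table S2, 5 equal the count of the identical tag, 29 are above it, and 20 equal the reads of all tags inside the precursor on its strand, under which the smallest number is also 5. With that setting 25 candidates had reads in both libraries and the largest count was 8532, and Novel_33 had 780 reads in late lactation, within 1.5 times of the paper's value.

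For Figure 4A, the paper's log2 ratio of miR-107 in Table S1 is -0.056 and the primer end gave 1.74; 13 nt and 1 mismatch gave -0.047 and -0.072, within the error of the paper's value, and the scalings and the most abundant tag did not. The paper's value for miR-30b-5p is 3.18 against 3.58, and 13 nt gave 3.19, while 1 mismatch gave 3.59 and the most abundant tag 3.52. The paper's value for miR-375 is 3.04 against 3.39, and 1 mismatch gave 3.02, while 13 nt gave 3.13 and the most abundant tag 3.50. The paper's value for miR-100 is -2.74 against -2.39, and both 13 nt and the most abundant tag gave -2.76, while 1 mismatch gave -1.20. The scalings reached none of these 3 values. The paper's value for miR-214 is 4.22 against 5.83, and the alternatives gave 5.72 to 5.92. The paper's value for miR-339b is 5.97 against 2.25, and the most abundant tag came nearest with 3.86. No alternative came within the error for these. All but miR-107 have the direction of the paper's value.

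The largest count in a single library is listed by the paper for the name miR-881, 29370 reads in peak lactation, and the largest such tag had 3316. For late lactation the paper lists miR-17a* with 54914 reads, and the largest such tag had 588. The paper's values count a name and those here a tag, so the scales differ. Grouping by 18 nt gave 1272 and 783 reads. Taking near tags as present can only lower or keep these counts, so it could not reach the paper's values.

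The paper states that 628 miRNAs had under 10 reads, and Table S1 holds 149 such names in peak lactation, and names merged by suffix gave fewer still. The paper gives 30.71% of the reads for miR-143, miR-143-3p and miR-148a-3p, and the counts of Table S1, in which a read can stand under several names, give 47.7% of the number of clean reads; with names merged, which keeps only the larger of miR-143 and miR-143-3p, they give 29.5%.

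Smaller gaps between the text and Table S1 were left out of this list by their size. The Results of the paper give 362 higher names where its marks in Table S1 give 425, 934 and 75 names where the table holds 933 and 76, 327 names with no more than 10 reads where it holds 345, and 9 names beyond 15-fold. The paper defines its fold change as a log2 ratio, and 13 names have one above 15 in size, or 9 with names merged. On the scale of plain ratios, 275 called names are beyond 15-fold, and fewer with names merged. The paper places 20 nt after 22 nt in the length distribution, and in peak lactation 23 nt (19.4%) was more frequent than 20 nt (12.4%), while in late lactation 20 nt (25.2%) was more frequent than 23 nt (13.2%).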

Other observations

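The tests of the sums of Table S1, of the mix of small RNAs, of read errors behind miR-107 and of the direction of miR-107 were chosen only after the result was seen, and the tests of names in a single library and of fewer long RNAs were chosen before.

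Table 3 of the paper lists names with reads in a single library. If these sequences were absent from the other library, related tags found in a single library should add up to the reads of the name. Related tags were taken widely, with up to 6 mismatches and a shift of up to 4 nt around a tag of at least 5 reads. In late lactation the largest such sum was 22562 reads over 15055 tags, 41.1% of the 54914 reads that the paper lists for miR-17a*. This argues against absence from the peak library as the whole account for that name. In peak lactation the largest sum was 35738 reads, above the 29370 reads that the paper lists for miR-881. So wide a set can also gather error variants of unrelated tags, and the test leaves absence from the late library open. A first run used tags of at least 20 reads as centres in peak lactation and gave 27479 reads; the minimum was made equal for both libraries after that value was seen, and in late lactation the higher minimum gave 20139 reads. The line of 50% of the listed reads was a choice of this work. The sequences behind the names were not used here.

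The reads of all names of Table S1 add up to 1.55 times the clean reads in peak lactation, which argues against each read being counted under 1 name. In late lactation the ratio is 1.72. The paper's counts for miR-103 are 319072 and 118375, beside 320001 and 119406 for miR-107. How reads were assigned to several names is not given in the sources used here.

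Reads were shorter in late lactation. Among tags with the same first 18 nt in both libraries, the change of mean length within such groups was -0.27 nt and that from the mix of groups was -0.35 nt. Without the leading group the values were -0.21 and -0.19 nt, and 185 of 275 groups with at least 1000 reads in each library were shorter in late lactation. This argues against a difference in the mix alone. A second candidate explanation is that the late library recovered fewer long RNAs of every kind. Within groups, tags of 24 nt or more had a late-to-peak ratio lower than that of tags of 18 to 22 nt by a median log2 difference of -0.55, in 758 of 1108 groups. For tags of 27 to 30 nt the median was -1.61, in 511 of 606 groups, and for tags of 23 nt it was -0.21, in 448 of 758. The fall with length goes in the direction of this explanation, but 68.4% of the groups at 24 nt or more is short of every kind, so it stays open. The lines drawn for this reading, 75% of groups and a median of -0.5, were choices of this work. Trimming in the gland at late lactation would give the same pattern and was not tested, and the stage and the library cannot be told apart here.

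For miR-107, the most abundant of the 15 tags with the last 16 nt of the primer is AGCAGCATTGTACAGGGCTATCA, whose last base lies past the primer end. It differs from AGCAGCATTGTACAGGGCTATGA by G22C, with positions counted from 1 at the 5′ end of the tag. It had 26 reads in peak lactation, 97.3 per 1000000 reads of the abundant tag, at percentile 51.9 of 291 G-to-C changes at other positions of abundant tags. In late lactation it had 54 reads, 560 per 1000000, at percentile 96.6. Read errors may account for the count of this tag in peak lactation. Its rate in late lactation is above that of most positions, but its 95% interval (421 to 731 per 1000000) reaches below their 95th percentile of 442. The test therefore leaves read errors open. The test covers only this tag, which held 26 of the 89 reads in peak lactation and 54 of the 115 in late lactation. Tags matched up to 3 nt before the primer end gave a log2 ratio of -0.047 and counts within 5% of the paper's. This is consistent with a count in Table S1 that includes tags that differ from the primer at its last bases. The paper reports miR-107 as higher in late lactation by qRT-PCR, which is the direction of the primer end and not that of Table S1. The qRT-PCR values themselves were not used here.

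Reads with an additional A in front of an abundant tag were more frequent in late lactation. Over the 50 most abundant tags of peak lactation, the median was 0.0069 such reads per 10000 reads of the tag in peak lactation and 9.01 in late lactation, and 50 of 50 tags were higher in late lactation. A was picked from 4 bases after their values were seen. For C the medians were 4.37 and 7.85 with 37 of 50 tags higher in late lactation, for T 0.0229 and 0.567 with 32 of 50, and for G 16 of 50 tags were higher. No biological explanation was tested.

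Of the 31 candidates, 23 have a primer in Table 4, and these had a median of 8.0 reads in both libraries together (range 3 to 637), against 5.5 reads (3 to 16) for the 8 without. The primer listed for Novel_5, CCAGGCTAGGAGAAATGATTGG, shares at most 4 nt in a row with the candidate and 5 with its precursor, while its last 16 nt occur in 5829 reads of the libraries. The primers of the other candidates share at least 16 nt in a row with their sequences.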
